# Anaesthesia-Induced Transcriptomic Changes in the Context of Renal Ischemia Uncovered by the Use of a Novel Clamping Device

**DOI:** 10.3390/ijms22189840

**Published:** 2021-09-11

**Authors:** Charles Verney, David Legouis, Sandrine Placier, Tiffany Migeon, Philippe Bonnin, David Buob, Juliette Hadchouel, Pierre Galichon

**Keywords:** renal ischemia, acute kidney injury, anaesthesia, animal models, surgical clamp

## Abstract

Ischemia is a common cause of acute kidney injury worldwide, frequently occurring in patients undergoing cardiac surgery or admitted to the intensive care unit (ICU). Thus, ischemia-reperfusion injury (IRI) remains one of the main experimental models for the study of kidney diseases. However, the classical technique, based on non-traumatic surgical clamps, suffers from several limitations. It does not allow the induction of multiple episodes of acute kidney injury (AKI) in the same animal, which would be relevant from a human perspective. It also requires a deep and long sedation, raising the question of potential anaesthesia-related biases. We designed a vascular occluding device that can be activated remotely in conscious mice. We first assessed the intensity and the reproducibility of the acute kidney injury induced by this new device. We finally investigated the role played by the anaesthesia in the IRI models at the histological, functional and transcriptomic levels. We showed that this technique allows the rapid induction of renal ischemia in a repeatable and reproducible manner, breaking several classical limitations. In addition, we used its unique specificities to highlight the renal protective effect conferred by the anaesthesia, related to the mitigation of the IRI transcriptomic program.

## 1. Introduction

Acute kidney injury (AKI) is a common condition in the critical care setting, occurring in one over two patients in the intensive care unit (ICU) and associated with both morbidity and mortality [1,2]. Renal ischemia is a frequent cause of AKI [3]. Up to 88% of AKIs are caused, at least in part, by kidney hypoperfusion in critically ill patients [1]. In kidney transplantation, the ischemia is unavoidable during the organ procurement process and has deleterious consequences [4,5].

For these reasons, the ischemia–reperfusion injury (IRI) is a commonly used model of AKI in rodents [6]. The classical procedure to induce an IRI in mice relies on the uni- or bilateral clamping of the renal vascular pedicle(s) with a non-traumatic surgical clamp under general anaesthesia.

However, this technique has several limitations. Firstly, the rapid wear of the clamps, decreasing the severity of the IRI, adds variability to the model. Secondly, it cannot be used to induce multiple occurrences of AKI in the same animal. Iterative episodes of AKI are a common trait of both ICU patients, often subjected to many renal injuries, and kidney grafts, during donor resuscitation and transplantation procedures. As the risk of chronic kidney disease (CKD) increases incrementally with every additional episode of AKI [7], multiple IRIs are also used as a model to trigger the development of CKD [8]. Finally, multiple IRIs in mice could allow the modelling of the ischemic preconditioning [9,10], in which a first and brief episode of ischemia can induce protective pathways.

Lastly, the classical procedure must be performed in sedated animals. Anaesthesia can modify the body temperature [11,12] and the renal blood flow, two major parameters influencing AKI severity [13,14] and different anaesthetics lead to different outcomes [13]. In the same line, recent evidence suggests that anaesthesia by itself may impact the AKI lesions in response to the IRI [15].

Therefore, the aim of our work was to design a device that allows (1) the induction of repeated episodes of renal ischemia (2) in conscious animals. For this purpose, we used segments of flexible silicone tubing mounted on a simple woven thread with the extremities maintained at the surface of the mouse’s skin. We named this device the RIRI clamp, for ‘repeated ischemia-reperfusion injury’ clamp. We showed that the renal injury induced by the RIRI clamp was more severe when animals were conscious. We discussed the possible inferences of body temperature, stress and metabolism in light of the genome-wide transcriptomic data comparing the ischemic kidneys of anaesthetised and conscious mice. Altogether, we uncovered the consequences of anaesthesia on the course of renal ischemic injury, paving the road for future discoveries in the field of perioperative nephroprotection.

## 2. Results

### 2.1. Absence of a Commercially Available Device Suitable to Induce Multiple Episodes of IRI in Mice

Only a few devices, other than the routinely used non-traumatic surgical clamp, are available. To our knowledge, the only one that allows to perform repeated occlusions of the renal vascular pedicle in mice is the vascular occluder developed by Fine Scientific Tools (FST). If multiple efficient IRIs could indeed be performed with this device, we also observed that the simple insertion of this inflatable clamp could damage the renal vascular pedicle, thereby inducing acute tubular necrosis (Figure S1). We concluded that, although such a tool might be used to perform a renal IRI in larger animals, such as rats, it is not suitable for mice.

### 2.2. Generation of New Device Allowing Repeated Renal Ischemia in Conscious Mice

Therefore, we set out to design a novel device, which we named the RIRI clamp, for repeated ischemia-reperfusion injury clamp. In Figure 1 and explained in detail in the Materials and Methods section, we designed a tunnelled clamp with remote access allowing us to perform delayed, non-invasive renal ischemia-reperfusion in conscious mice. Briefly, two flexible cylinders mounted on a thread are positioned around the renal pedicle (Figure 1A). The thread is inserted within a 16 G-catheter placed under the skin, in the dorsal position, with its two extremities hanging outside of the mouse. Pulling of the two extremities of the thread results in the clamping of the pedicle by the two cylinders (Figure 1B). Releasing the tension of the thread allows the reperfusion. A trichrome Masson staining allowed us to show that the RIRI clamp insertion surgery did not induce any lesion in the kidney, up until 48 h after the surgery (Figure S2).

### 2.3. Efficient IRI Using the RIRI Clamp

To ensure that our device efficiently interrupted the renal blood flow, we first checked during the surgery, after the positioning of the clamp and before the abdominal wall was sutured, that the clamped kidney became cyanotic when the thread was pulled and regained its original colour when the clamp was put back in the open position, as with the classical IRI method. We consistently observed the expected changes in all of the mice (*n* = 24, Figure S3). Since our device is designed to perform the ischemia at least 24 h after the surgery in conscious mice, we then used ultrasound Doppler imaging to characterize the hemodynamic changes in the intrarenal arteries in three slightly anesthetised mice, using isoflurane (Figure 2). When the clamp was open, a normal renal blood flow was observed (Figure 2A). As soon as the clamp was tightened, the renal blood flow was interrupted immediately (Figure 2B) and was then reinstated when the clamp was loosened (Figure 2C).

We then studied the structure in mice subjected to a 20-min renal ischemia, performed 24 h after the positioning of the clamp, with a reperfusion time of 18 h to 42 h. Of the mice subjected to this procedure, 97% presented typical ischemia-induced tubular modifications, i.e., loss of the brush border, flattening of the tubular epithelium and intratubular casts (Figure 2D). In order to precisely observe the renal injury imposed by the open RIRI clamp and the ischemia when it is tightened, we measured the transcriptional expression of kidney injury molecule 1 (KIM1) (Kidney Injury Molecule 1) by quantitative reverse transcription polymerase chain reaction (RT-qPCR). KIM1 is a type 1 transmembrane protein domain, the expression of which in the proximal tubule is highly increased upon aggression. The KIM1 mRNA level strongly increased 18 h after a 20-min ischemia, and then progressively decreased between 24 and 42 h after the ischemia (Figure 2E), thus showing that the clamp did not impair the capacity of the renal tubular epithelium to recover.

### 2.4. The RIRI Clamp Can Be Used to Induce Ischemia in a Large Number of Mice in a Short Period of Time

Studies in rodents have shown that the time of day at which an ischemia is triggered can influence the severity of a myocardial infarction [16,17,18]. Indeed, the infarct size in hearts subjected to ischemia at the sleep-to-wake transition was significantly increased compared to hearts subjected to ischemia at the wake-to-sleep transition. The mechanisms underlying this time-of-day susceptibility to an ischemic injury include the circadian modulation of hypoxic signalling and inflammatory pathways [19,20]. Therefore, it can be expected that this phenomenon also occurs in the context of renal ischemia, although it has not been demonstrated yet. In our experience, it was difficult to perform renal ischemia in more than 16 mice in half a day. Using the RIRI clamp, we were able to perform a 20 min ischemia on 12 mice in only 40 min. This may prevent the bias related to the circadian rhythm or to other imperceptible factors varying over time by inducing all the IRI lesions in a short period of time, even on a large number of mice.

### 2.5. Multiple Episodes of IRI Can Be Induced with the RIRI Clamp

We originally designed the RIRI clamp in order to trigger multiple IRIs in the same animal, thus allowing the generation of a more relevant clinical model. Indeed, as mentioned in the introduction, ICU or transplant patients often suffer from multiple AKI episodes and this repetition significantly increases the risk of developing chronic kidney disease.

We first tested the feasibility of inducing repeated ischemic episodes on an anaesthetised mouse in order to verify the efficacy of the clamping visually, through the changes in colour of the kidney. The vascular pedicle was clamped six times for 5 min, each separated by 5 min. The kidney became cyanotic when the clamp was tightened and regained its original colour when the clamp was released during each procedure.

We then assessed the efficacy of repeated vascular occlusions by ultrasound imaging, 24 h after surgery. As shown in Figure 3 and Video S1, the blood flow was interrupted during the first 26-min ischemia (Figure 3A–C), restored (Figure 3D) and then interrupted again during a second 5-min ischemia (Figure 3E,F), performed 10 min after the first one.

### 2.6. IRI Induced in Conscious Animals Is More Severe Than in Anaesthetised Ones

We set up to compare the efficacy of the RIRI clamp to that of the gold standard, i.e., the classical non-traumatic clamp. For that purpose, the contralateral kidney was excised in order to assess the consequences of the ischemia-reperfusion on renal function. In order to have the exact same conditions, a 30 min ischemia under anaesthesia was performed immediately after the nephrectomy with either the classical clamp (group ‘Classic 30’’) or the RIRI clamp (group ‘RIRI 30’ anaesthetised’). As shown in Figure 4A,B, the plasma creatinine and urea concentration were similar after 24 h of reperfusion between the two clamps. Therefore, the RIRI clamp is as efficient and reproducible as the classic one to induce ischemic AKI in anaesthetised animals. We then evaluated the consequences on the renal function of a 30-min ischemia with the RIRI clamp in conscious animals, 24 h after the contralateral nephrectomy and positioning of the clamp (group ‘RIRI 30’ conscious’). The plasma urea and creatinine levels were significantly higher in the conscious animals than in the anaesthetised animals (Figure 4A,B). Similarly, there was no difference in the histological changes after a 30-min ischemia performed with either the classic or RIRI clamp in anaesthetised animals, whereas the lesions induced by a 30-min ischemia in conscious animals were significantly more severe (Figure 4C–I).

We then tested different durations of ischemia (5, 10 and 20 min) in order to find the one required to obtain an alteration of the renal structure and function similar to the one obtained with a 30-min ischemia with the classical atraumatic clamp. As shown in Figure 5A, KIM1 mRNA expression increased after 5 and 10 min of ischemia, compared with the non-ischemic kidney, and then decreased. This was probably due to the important cell death caused by the 15–30 min of ischemia, observed on the periodic acid–Schiff-stained sections (Figure 5B and Figure 6A–D). The plasma urea and creatinine concentrations were correlated to the ischemia duration between 5 and 15 min and then reached a plateau (Figure 5C,D). The values after 10 min were comparable to the ones obtained after a 30-min ischemia performed under anaesthesia. Taken together, these observations clearly demonstrate that the consequences of an ischemia performed in a conscious animal are more severe than those of an ischemia performed under anaesthesia.

It is well known that anaesthesia decreases the body temperature [11,12]. It is particularly true in small animals, for which the relatively important body surface area promotes heat loss and hypothermia. The protective role of hypothermia during renal ischemia has been well documented in rats [21,22] and very recently in mice [23], and also in kidney donors [24]. Therefore, we hypothesised that the increased severity of the conscious RIRI ischemia could be due to an absence of or moderate decrease in body temperature.

We measured the body temperature in the following groups: (1) ischemia induced by the classical clamp in two anaesthetised mice (with xylazine and ketamine), and (2) ischemia induced by the RIRI clamp in two conscious mice (with a brief anaesthesia with isoflurane to tighten the clamp). The mice of the first group were maintained on a heating pad at 37.5 °C throughout the procedure. During the clamping period, they were covered with a survival blanket and a 40-watt lamp was placed 20 cm above the animals. The mice of the second group were kept in a contention tube to allow the monitoring of body temperature, and a 40-watt lamp was placed 20 cm above the animals. The body temperature was monitored with a rectal probe in each group and recorded every minute. After the anaesthesia, all of the mice experienced a modest decrease in body temperature, but the recovery of the baseline temperature was better in the RIRI group when the mice awoke (Figure S4). This last result highlights the inability of anaesthetised mice to autoregulate their body temperature.

### 2.7. Characterisation of the Protective Effect of Anaesthesia at the Transcriptomic Level

#### 2.7.1. Anaesthesia Protects from IRI Independently of Hypothermia

We then tested whether or not the anaesthesia by itself, independent of the decreased body temperature, could have a protective effect on the functional and histological consequences of renal ischemia. We performed a 20-min ischemia with the RIRI clamp in six mice anaesthetised with ketamine and xylazine and six conscious mice. Both groups were maintained in a neonatal incubator set at 34 °C during the ischemia, in order to maintain the body temperature. As shown in Figure 7A, the conscious group exhibited a significantly higher plasma creatinine level than the anaesthetised group 24 h after the ischemia. The histological lesions tend to be more severe in the conscious group (Figure 7B). These observations suggest that the anaesthesia improves the outcome of renal ischemia independently of hypothermia.

#### 2.7.2. Transcriptional Changes Induced by the Anaesthesia

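Stranded mRNA libraries from 12 mouse kidneys were sequenced as single reads, with 4 control kidneys taken at nephrectomy and 8 kidneys subjected to ischemia followed by 24 h of reperfusion. The sample labels give an ischemia of 20 min, for the control kidneys too. The paper's methods name the controls as nephrectomy kidneys, while its results speak of sham surgery. Whether the controls came from the same mice as the ischemic kidneys is not stated. A difference from control can therefore include effects of surgery and time besides ischemia. The labels of the 8 ischemic kidneys contradict each other. The 4 kidneys called ischemia set A here are anaesthetised by their titles and conscious by their group field, and the 4 kidneys called ischemia set B are conscious by their titles and anaesthetised by their group field. The paper's text does not name which kidneys are which, so the sets are compared under these neutral names and no direction is assigned to anaesthesia. The authors aligned the reads to the mm10 genome with STAR, counted them per gene with HTSeq and deposited the raw counts of 23420 genes, without normalization. The counts assigned to genes summed to between 15367342 and 44793350 per kidney. The median total was 32884589.5 in the controls (range 20364386 to 39155807), 27158369.5 in set A (range 16814285 to 44793350) and 18181497.5 in set B (range 15367342 to 29905140). All normalized values use the counted totals. Between 10116 and 11574 genes had at least 1 count in a kidney. A total of 3 counts, taken as the detection floor, corresponds to between 0.067 and 0.195 CPM (the count scaled to library size), and this floor covers counting error only, since the reads carry no molecular identifiers. No pair of replicates differed by as little as sampling noise, with a chi-square per degree of freedom of at least 47.7 in every pair within a group. As in the paper's methods, the counts were analysed in edgeR, with a negative binomial generalized linear model and a quasi-likelihood F-test. The low-count filter of edgeR kept 11664 genes, TMM factors between 0.968 and 1.03 scaled the libraries, and all 12 kidneys entered a single fit, so that the 3 comparisons share an estimate of the spread. The common biological coefficient of variation was 0.762. The choices that could change the numbers are the low-count filter, the number of groups in the fit and the test.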

In order to further characterise the effects of anaesthesia, we compared the transcriptomic profile, generated by RNA-sequencing, of control kidneys and ischemic kidneys from anaesthetised and conscious animals (*n* = 4 in each group). Out of 11,660 transcripts, 2637 (23%) were significantly (false discovery rate (FDR) < 0.05) regulated by ischemia (ischemia reactive genes). 

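In set A against control, 2599 genes (22.3% of those tested) had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 1229 were higher and 1370 lower after ischemia. In set B against control, 2659 genes (22.8%) passed the same threshold, 1269 higher and 1390 lower. The sets shared 2165 of these genes, and the direction was the same in both sets for all 2165. The alternative that moved the set B count most was a gene-wise comparison of log2 CPM with no sharing of information between genes, which called 2068 genes. For set A it was leaving out replicate 3 of set A, which left 2142 genes. Hexokinase Hk2, on chromosome 6 of mm10 from 82725025 to 82774454, had at most 1 count in any control kidney and 23.3 ± 8.98 CPM (SD, n = 4) in set A, which is at least 224-fold higher when the controls are set to the detection floor. In set B it reached 17.0 ± 5.78 CPM (SD, n = 4), at least 164-fold higher. Egf (chromosome 3, 129677565 to 129755316) fell from 205.6 ± 16.1 CPM (SD, n = 4) in the controls to 3.99 ± 2.51 CPM in set A and 1.55 ± 1.33 CPM in set B. For each of these 2 genes every ischemic kidney of a set lay on the same side of every control kidney. The two-sided exact permutation test gave p = 0.0286 for each set, the smallest that 4 kidneys against 4 allow. Both genes were chosen for a large change in set A without overlap with the controls. For set A the separation and its permutation p therefore follow from the choice and are no further support. Each adjusted p stayed below 0.05 in edgeR with any single kidney of the compared groups left out.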

A logistic regression pathway analysis identified 323 Gene Ontology Biological Pathways (GO_BP) enriched with the corresponding genes. These GO_BP are summarised in the following figure using the Reduce + Visualize Gene Ontology (REVIGO) tool, highlighting the importance of monocarboxylic acid metabolism regulation in renal ischemia-reperfusion injury (Figure S5). Thirty-five Kyoto Encyclopaedia of Genes and Genome (KEGG) pathways were significantly enriched in ischemia-reperfusion-regulated genes, with a majority of metabolic pathways (Table S2). 

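Table S2 lists the members behind each enriched pathway by their gene identifiers, and all 400 distinct identifiers matched a gene in the count table. The gene sets themselves and the pathway regression were not used here, so the values are those of the listed members, which the paper selected for their change and whose lists are shortened for the largest pathways. The median log2 fold change of the listed members was below 0 in 31 of the 35 pathways, both in set A and in set B against control. Of the 400 genes, 298 were lower in set A and 297 were lower in set B, with a median log2 fold change of -1.08 and -1.04. At an adjusted p below 0.05 in edgeR's quasi-likelihood test, 348 of them were changed in set A and 327 in set B. For oxidative phosphorylation, 47 of the 48 listed genes were lower in each set, with medians of -1.04 in set A and -0.93 in set B. Fatty acid degradation had 22 listed genes, of which 20 were lower in each set, with medians of -1.54 and -1.31. The 4 pathways with a median above 0 included ECM-receptor interaction, for which 7 of the 34 listed genes were lower in set A and 8 in set B.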

The directional analysis (Table S3) identified 48 pathways enriched in genes with increased expression after ischemia-reperfusion (including pathways related to cell cycle and epithelial differentiation), and 39 pathways enriched in genes with decreased expression after ischemia-reperfusion (mostly metabolic pathways). 

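The pathways of Table S3 separate by the median direction of their listed members in these counts, although single members go both ways. For the 48 pathways with the larger number in that table, including cell cycle, focal adhesion and bacterial invasion of epithelial cells, the median log2 fold change of the listed genes against control was above 0 in all 48 pathways, in set A and in set B alike. Over the 539 distinct genes of these pathways the median was 0.69 in set A and 0.63 in set B. Of these genes, 138 were lower than in the controls in set A and 139 in set B. For the 39 other pathways, the median was below 0 in all 39 in both sets, with a median of -1.17 in set A and -1.13 in set B over 363 distinct genes. Of these 363 genes, 309 were lower than in the controls in set A and 307 in set B. The 26 genes listed for cell cycle had medians of 1.00 in set A and 0.91 in set B, and 7 of them were lower than in the controls in each set. The 49 genes listed for oxidative phosphorylation had medians of -1.05 and -0.93, and 48 of them were lower in each set. These genes were listed by the paper for their contribution to the enrichment, so their direction is not an independent test of it.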

We created a ‘renal ischemia-reperfusion’ gene set with the 2637 genes regulated by ischemia. 

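Between the ischemia sets, 1 gene had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while 587 genes had an unadjusted p below 0.05, where 583.2 would be expected by chance. The gene was Slc5a12, a protein-coding gene on the plus strand of chromosome 2 of mm10, from 110597298 to 110647779. Its level was 13.6 ± 3.36 CPM (SD, n = 4) in set A and 49.0 ± 23.4 CPM (SD, n = 4) in set B, with raw counts of 234 to 552 and 449 to 2232. The log2 fold change of set B against set A was 1.85 (standard error 0.28, edgeR adjusted p = 0.0328), which is a 3.60-fold difference. Every kidney of set B exceeded every kidney of set A (two-sided exact permutation test, p = 0.0286). With each of the 8 ischemic kidneys left out in turn, the log2 fold change stayed between 1.56 and 2.03, and edgeR's adjusted p ranged from 7.38e-04 to 0.336, below 0.05 in 2 of the 8 fits. With each of the 4 control kidneys left out in turn, no gene passed between the sets in any of the 4 fits, with 564 to 605 genes at an unadjusted p below 0.05. When only these 8 kidneys entered the fit, edgeR's adjusted p was 0.449 and no gene passed, with 426 genes at an unadjusted p below 0.05. The next smallest edgeR adjusted p after Slc5a12 was 0.0972.

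**Figure D1:**
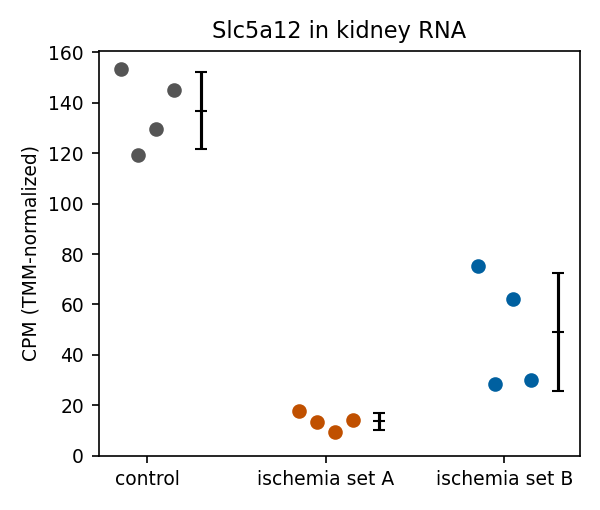
TMM-normalized CPM of Slc5a12 in each kidney (points) of the control group, ischemia set A and ischemia set B, with the mean and SD of 4 kidneys beside them; the axis is linear and starts at 0. Slc5a12 averages 136.8 CPM in control, 13.6 in set A and 49.0 in set B, with no overlap between the groups.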

After accounting for multiple testing, we found only one gene to be significantly regulated by anaesthesia during ischemia-reperfusion injury: slc5a12 (sodium/glucose cotransporter, 71-fold decrease in ischemia with anaesthesia compared to conscious ischemia, FDR = 0.03). This gene was also downregulated by ischemia compared to sham surgery (30-fold, FDR = 4.7 × 10^−4^). However, the more holistic approach of logistic regression pathway analysis on genes regulated by anaesthesia during renal ischemia-reperfusion injury (Table S4) identified 35 GO_BP pathways and 4 KEGG pathways as significantly enriched in genes regulated by anaesthesia during ischemia-reperfusion. 

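Slc5a12 had 136.8 ± 15.3 CPM (SD, n = 4) in the control kidneys. Its log2 fold change against control was -3.33 (standard error 0.30, adjusted p = 7.13e-08 from edgeR's quasi-likelihood test) in set A and -1.48 (standard error 0.28, adjusted p = 4.59e-04 from the same test) in set B. On a linear scale the gene was 10.1-fold lower in set A and 2.79-fold lower in set B. All 8 ischemic kidneys were below all 4 controls, and with any kidney of the compared groups left out the log2 fold change remained between -3.45 and -3.18 in set A and between -1.78 and -1.31 in set B, with edgeR's adjusted p below 0.05 in each of these fits.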

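The 4 non-directional KEGG pathways of Table S4 list 39 distinct genes found in the count table. Between the ischemia sets, 37 of these 39 genes had an unadjusted p below 0.05 and none had an adjusted p below 0.05 in edgeR's quasi-likelihood test over all genes. Their direction was mixed, with 18 genes lower and the others higher in set B than in set A. The 38 genes listed for metabolic pathways had a median log2 fold change of 0.42 in set B against set A, and 17 of them were lower in set B. The 4 genes listed for retinol metabolism had a median of -0.74, with 3 lower in set B. Against control, 31 of the 39 genes were lower in set A and 32 in set B. The members were listed in the paper by their p-value in the same comparison, so the number with a small unadjusted p follows from that choice.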

Many of these pathways were again metabolic pathways, suggesting epistasis between anaesthesia and ischemia-reperfusion. 

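The gene sets made from the genes regulated by ischemia were tested with the logistic regression that LRpath uses, in which membership in the set is regressed on the −log10 p of set B against set A over all genes tested. For the genes changed in set B against control, the odds ratio per 10-fold lower p was 2.03. For the genes changed in set A against control, it was 1.90. Genes are not independent replicates, so no p is given for these regressions. The ischemia sets enter both the list and the effect in this test. With the list called from 2 kidneys of the set and the effect measured with the other 2, averaged over the 6 choices, the odds ratio was 1.48 for the set B genes and 1.38 for the set A genes. A natural logarithm of p, which only changes the unit of the odds ratio, gave 1.36 for the set B genes and 1.32 for the set A genes. The paper's text does not give the unit of its odds ratio, so these values cannot be set against it directly. Apart from the change of unit, the alternative that moved the values most was limma-trend on log2 CPM. It gave 1.43 for the set B genes and 1.21 for the set A genes. When the 8 ischemic kidneys were split into other groups of 4 and 4 and treated in the same way, the odds ratio ranged from 1.32 to 3.02 over all 35 splits.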

Among all of the tested gene sets, the ‘renal ischemia-reperfusion’ gene set was the most enriched (OR = 1.5, FDR = 1.64 × 10^−10^), showing a strong interaction between ischemia and anaesthesia at the transcriptomic level. 

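The response to ischemia was compared between the sets gene by gene. Of the 1390 genes lower in set B than in control at an adjusted p below 0.05 in edgeR's quasi-likelihood test, 1107 (79.6%) were also lower in set A at the same threshold, and 1385 (99.6%) had a log2 fold change below 0 in set A. The median log2 fold change of these genes was -1.25 in set B and -1.15 in set A. Conversely, of the 1370 genes lower in set A, 1107 (80.8%) passed in set B and 1365 (99.6%) had a log2 fold change below 0 there, with medians of -1.21 in set A and -1.12 in set B. Among the genes higher after ischemia, 1058 of the 1269 from set B (83.4%) were also higher in set A at the threshold, and 1058 of the 1229 from set A (86.1%) were also higher in set B. Direct comparison of the sets gave small shifts. Genes lower in set B were higher in set A by a median log2 fold change of 0.05, and genes lower in set A were higher in set B by 0.06. The medians of single kidneys for the first list, as log2 deviations from the set B mean, were 0.07 ± 0.09 (SD, n = 4) in set A and 0.01 ± 0.13 (SD, n = 4) in set B, a difference within the spread between kidneys (two-sided exact permutation test, p = 0.314). For the genes lower in set A the same test gave p = 0.486 (exact, 4 kidneys against 4). Genes higher in set B had a median log2 fold change of -0.04 in set A against set B (exact permutation p = 0.457), and genes higher in set A had -0.03 in set B against set A (exact permutation p = 0.20). With separate kidneys for calling the list and for measuring the effect, the 4 median shifts lay between 0.00 and 0.04. Of the 1390 genes lower in set B, 191 (13.7%) had an unadjusted p below 0.05 between the sets and 1, Slc5a12, passed after adjustment over all genes in edgeR. Of the 1370 genes lower in set A, 176 (12.8%) had such an unadjusted p. Among the genes higher after ischemia, it was 50 of the 1269 from set B (3.94%) and 48 of the 1229 from set A (3.91%). The same ischemic kidneys enter the lists and this comparison. Against control, the log2 fold changes in set A and set B had a Pearson correlation of 0.88 across the 3093 genes changed in either set, and 11 of these genes had opposite signs in the sets, each of them past the threshold in 1 set only. Over all genes tested the correlation was 0.74. Both fold changes use the same 4 controls, and the 3093 genes were chosen for their change, so part of the correlation is built in.

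**Figure D2:**
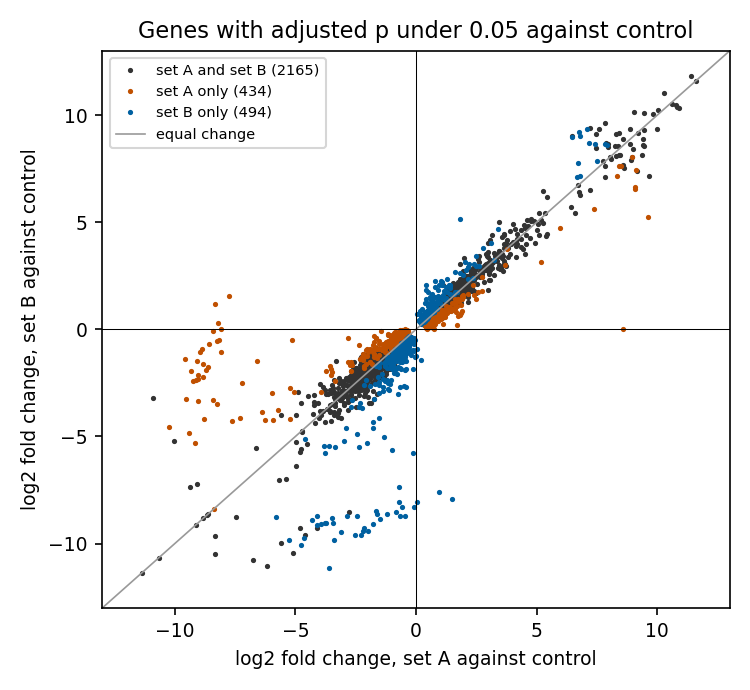
Log2 fold change against control in ischemia set A (x axis) and ischemia set B (y axis) of the genes with an edgeR adjusted p below 0.05 in both sets, in set A only (434 genes) or in set B only (494 genes); each point is a gene and the grey line marks an equal change. Most genes lie along the line, and genes without counts in the kidneys of a set form the groups far below 0 on that set's axis.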

As shown in Figure 8, we found that most of the genes downregulated by ischemia in conscious mice were not downregulated in anaesthetised mice, whereas anaesthesia had no effect on genes upregulated by ischemia. 

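Tables S5, S6 and S7 list the genes inside the boxes of Figure 8, with 156, 85 and 129 genes, all of which are in the count table and passed the low-count filter. Their typical expression was low, with a median of mean log2 CPM of -1.73, -2.05 and -2.05. The Table S6 median lies at percentile 3.88 of all genes tested. Some listed genes, such as Inmt and Sprr2g, had many more counts in at least 1 group. Of the 85 genes in Table S6, 79 had 3 counts or fewer in all 4 kidneys of set A, against none in the controls and none in set B. In the other groups the same genes were often missing as well, with 27.9% of single values at 3 counts or fewer in the controls and 47.4% in set B. Values above 3 counts had a median of 44.0 counts in the controls and 32.0 in set B. Between the sets, 85 of 85 genes were higher in set B, 76 had an unadjusted p below 0.05, and none passed edgeR's adjustment over all genes. Adjusted over the list alone, 63 passed, although the list was itself chosen on these data. Iqce, for example, had no counts in set A, 51, 1, 0 and 59 counts in the controls and 15 to 117 counts in set B. Against control, 28 genes of Table S6 passed in set A and 1 in set B. Of the 129 genes in Table S7, 127 had 3 counts or fewer in all 4 kidneys of set B, and 258 of 516 single values were at this floor in set A and 126 of 516 in the controls. All 129 were lower in set B than in set A, 93 at an unadjusted p below 0.05 and none after edgeR's adjustment over all genes (smallest adjusted p = 0.111), with 3 after adjustment over the list alone. Against control, 41 passed in set B and 8 in set A, and 99 of the 129 were also lower in set A. Inmt had 1505 to 3214 counts in the controls, 0, 1, 102 and 0 in set A and at most 1 in set B. Of the 156 genes in Table S5, all were higher than control in both sets, 73 passing edgeR's threshold in set A and 76 in set B, and none differed between the sets, with 1 gene at an unadjusted p below 0.05. Sprr2g was at least 949-fold higher in set A and at least 1278-fold higher in set B than the detection floor of the controls. Sprr2f, named alike, starts at 92365187 of chromosome 3 and Sprr2g at 92373915, and how reads shared by the genes were counted is not stated in the paper's text.

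**Figure D3:**
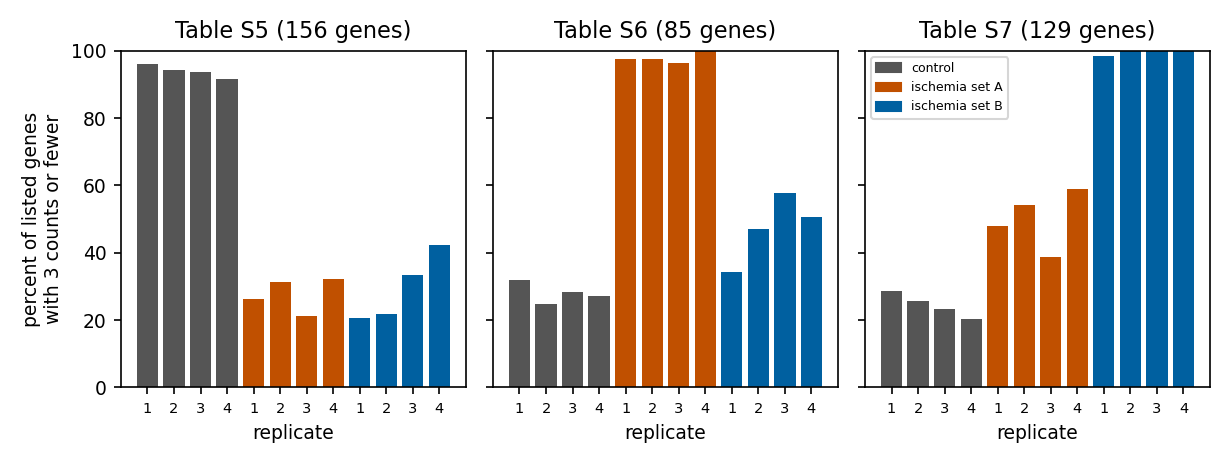
Percent of the genes of Tables S5, S6 and S7 with 3 counts or fewer in each kidney of the control group (grey), ischemia set A (orange) and ischemia set B (blue); bars are single kidneys, numbered by replicate. For Table S6 the set A kidneys lie between 96.5 and 100% and the set B kidneys between 34.1 and 57.6%, while for Table S7 the set B kidneys lie between 98.4 and 100% and the set A kidneys between 38.8 and 58.9%.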

Finally, the expression of another group of genes was downregulated by the anaesthesia but unaffected by the ischemia (Figure 8 and Tables S5–S7).

## 3. Discussion

Numerous previous studies reported the importance of experimental variables in modifying the consequences of ischemia-reperfusion on kidney injury. Body temperature [12], volume management [25], the circadian rhythm (10.1172/JCI80590) or the nutritional status [26] are such modifiers. This is both a limitation of the experimental model and an opportunity to identify therapeutic targets. The technique that we describe here allows controlling the main previously described modifiers of ischemia-reperfusion injury by providing a stable body temperature, the absence of surgical complications and a precise duration for ischemia-reperfusion. Performing renal ischemia-reperfusion injury in conscious mice provided a surgery-free procedure with a stable, physiological body temperature, and the possibility to perform the same procedure in multiple mice at the same time. Furthermore, this technique allowed the study of the effects of anaesthesia separately, as a potential modifier of ischemia-reperfusion injury. We found that anaesthesia significantly mitigates renal ischemia-reperfusion injury, by modulating, at least in part, the transcriptomic changes induced by the ischemia. These findings have clinical implications, as general anaesthesia is an option in many clinical situations at risk of AKI (surgery, intensive care), although it is not mandatory in many cases [27,28].

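Across all genes tested, the first principal component of log2 CPM held 26.5% of the variance and separated the 4 control kidneys (scores of 96.2 to 109) from the 8 ischemic kidneys (scores of -84.8 to -25.1), with set A and set B overlapping. The second component, with 12.2% of the variance, set apart replicate 4 of set B. From the enrichment of the ischemia gene set among genes that differ with anaesthesia, the paper reasons that ischemia and anaesthesia interact in the transcriptome, and it states that the changed transcriptome has a part in the protection of anaesthetised mice.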

This technique can be used to address other questions: is the type and the dosage of anaesthetic drugs important to alter the course of ischemic acute kidney injury? What is the consequence of repeating ischemic insults at various intervals? The effect of multiple ischemia within the same procedure was extensively studied in preconditioning and postconditioning experiments, showing a strong protective effect in animal models [29]. Repeated ischemias after recovery (with an interval of weeks or months) were performed in studies evaluating the long-term effect of ischemia [8,30]. However, performing repeated ischemias during the recovery phase (within the first days) after a first hit was technically not possible because of (1) the frailty of the recovering animals and their sensitivity towards a second anaesthesia at an early time point and (2) the scarring process around the renal vascular pedicle induced by the first clamping. Our technique allows studying repeated hits during this phase of recovery, which is most relevant to the clinical setting of AKI in ICU patients, where multiple hits most often occur within the first few days when patients are unstable and submitted to intensive treatments.

Studying the consequences of renal ischemia-reperfusion injury with and without anaesthesia in our model also allowed us to gain insights on the underlying mechanisms of kidney injury and resilience. We found that the downregulation of metabolic pathways is a hallmark of the transcriptomic changes induced by ischemia. 

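The genes listed in Table S3 for the 39 pathways that fell with ischemia, mostly metabolic, had a median log2 fold change of 0.03 in set B against set A, and 162 of the genes were lower in set B. At an unadjusted p below 0.05, 28 of these genes differed between the sets, and none did after edgeR's adjustment over all genes. For the genes of the 48 pathways that rose, the median was -0.02, with 300 lower in set B, 31 at an unadjusted p below 0.05 and none after adjustment. The 23 genes listed for fatty acid degradation had a median of 0.11 in set B against set A, compared with -1.44 and -1.33 against control in set A and set B.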

Importantly, the anaesthesia counteracts this effect, but does not prevent the expression of genes upregulated after ischemia. This, combined with the observation that anaesthesia is protective, suggests that genes upregulated in the kidney after ischemia are not essential for the pathogenesis of acute kidney injury, but might reflect an adaptative process in response to injury that is not blunted by anaesthesia. Some of these genes upregulated by ischemia are indeed known to be protective at the early stage of acute kidney injury, such as KIM1 [31]. 

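KIM1 is encoded by Havcr1, which lies on chromosome 11 of mm10 from 46735080 to 46779578. In the RNA-seq data its count was 0 or 1 in the 4 control kidneys, 93 to 636 in set A and 12 to 622 in set B. Normalized, this is 11.4 ± 5.06 CPM (SD, n = 4) in set A and 13.2 ± 11.6 CPM (SD, n = 4) in set B, which is at least 110-fold and at least 127-fold above the detection floor of the controls. The rise against control had an adjusted p of 5.47e-06 in set A and 4.58e-06 in set B in edgeR's quasi-likelihood test. The sets did not differ, with a log2 fold change of 0.20 (standard error 0.73, unadjusted p = 0.784 from edgeR's quasi-likelihood test) and overlapping ranges of 3.98 to 15.0 CPM in set A and 0.58 to 24.9 CPM in set B.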

On the other hand, the prevention by anaesthesia of gene downregulation after ischemia suggests that the downregulation is directly associated to injury, either as a marker or as a cause of injury. Further research is needed to determine if the genes downregulated by the anaesthesia could be protective against ischemic injury, or if they are “bystander” genes with no effect on injury. In conclusion, the RIRI clamp represents a major technical advance for the study of renal ischemia-reperfusion injury, allowing to explore new variables modifying the severity of ischemic kidney injury, and delineating the underlying transcriptomic changes in the kidney.

## 4. Materials and Methods

### 4.1. Animals

We used 8- to 15-week-old (24–30 g) C57Bl/6J males from Charles River Laboratories (Saint-Germain-sur-l’Arbresle, France). They were maintained under routine vivarium conditions, in a pathogen-free animal facility, in ventilated cages with a 12/12 photoperiod, at 22 ± 2 °C with a 55 ± 10% humidity. Food and water were provided ad libitum.

### 4.2. Testing of the Vascular Occluder Inflatable Device (InterFocus^®^ Ref. 18080-02)

The mouse was anaesthetised with a mixture of ketamine (100 mg/kg) and xylazine (10 mg/kg), diluted in sterile saline to a final volume of 100 µL/10 g body weight, administered intraperitoneally. Following induction of anaesthesia, which usually takes 5 min, the left side of the abdomen was shaved and disinfected with Betadine^®^ solution. The animal was kept on a heating pad, set at 37 °C, during the whole procedure (25 min). A posterior subcostal incision was made in the left side and the left kidney was exteriorised. The renal pedicle was then dissected. The occluder cuff was wrapped around the exposed pedicle (renal artery and vein) and secured in place using silk suture thread passed through the eyelets and tied securely. The actuating tube was placed under the abdominal skin and exteriorised through an incision anterior to the left hindlimb. A Vicryl 4-0 suture (Ethicon) was used to first close the muscle layer, followed by the closing of the skin. At the end of the procedure, the animal received an intraperitoneal injection of buprenorphine (0.05 mg/kg, diluted in sterile saline to a final volume of 100 µL/10 g body weight).

### 4.3. Nephrectomy and Positioning of the RIRI Clamp

The following material was used to build the RIRI clamp: a 16 G (grey) catheter, woven thread and silicone tubing (0.030 × 0.065 in, Phymep #807000). Two cylinders of 4-mm-long tubing were mounted on a 6-cm-long thread (Figure 1). The flexible portion of the catheter was cut at 1–1.5 cm from the solid part.

The mouse was anaesthetised with an intraperitoneal injection of a mix containing ketamine and xylazine (100 mg/kg and 10 mg/kg, respectively). Following the induction of anaesthesia, the left (for the RIRI positioning) and right (for nephrectomy) sides of the abdomen were shaved and disinfected with Betadine^®^ solution. The animal was kept on a heating pad, set at 37 °C, during the whole procedure (25 min without nephrectomy, 30 min with nephrectomy).

For the nephrectomy, a 1-centimetre incision was performed on the right flank of the animal, posterior to the costal margin and perpendicular to the spine. The right kidney was exteriorised. Following the ligature of the vascular pedicle using braided silk (Silk suture 5/0, FST), the kidney was excised. A Vicryl 4-0 suture was used to close the muscle layer and the skin. The animal was then placed on its right side to perform the surgery, allowing the positioning of the RIRI clamp. A 1-centimetre incision was performed on the left flank, posterior to the costal margin and perpendicular to the spine. Another 1-centimetre incision was performed anterior to the left hip, perpendicular to the spine and the skin was gently separated from the muscle layer using tissue separating scissors to allow the insertion of the catheter.

The kidney was exteriorised through the first incision. The renal vascular pedicle was carefully dissected with fine-point tweezers to remove the perihilar adipose tissue, exposing the blood vessels. The thread of the RIRI clamp was placed around the pedicle with the two cylinders on each side of the pedicle. The kidney was then released into the abdominal cavity. The correct position of the silicone cylinders around the vascular pedicle was then checked.

The catheter was inserted into the posterior incision with the flexible end towards the kidney. The extremities of the thread were then inserted within the tube of the catheter and exposed through the other end. The muscle layer and skin above the kidney were closed with a Vicryl 4-0 suture. The skin of the second incision was closed and the solid portion of the catheter was fixed to the skin of the mouse with a Vicryl 4-0 suture. After completion of the surgery, the mouse received a subcutaneous injection of buprenorphine (0.05 mg/kg) and was maintained in a neonatal incubator set at 32 °C until full recovery from the anaesthesia and then at 28 °C. The following day, the mouse was weighed and received a second injection of buprenorphine before inducing the ischemia.

### 4.4. Induction of Ischemia with the RIRI Device

At least 24 h after the clamp-positioning surgery, the mouse was lightly sedated by exposure to 2% isoflurane for 1 min on a heating pad. Once the mouse was anaesthetised, the cap of the catheter was removed, and the clamp was closed by pulling the external extremities of the thread. Once the clamp was in tension, the cap was closed, and the mouse was placed in its cage in the neonatal incubator at 34 °C to prevent any decrease in body temperature following the sedation. One minute before the end of the ischemia, the mouse was again sedated by exposure to isoflurane for 1 min. The catheter cap was removed to release the tension of the thread and then closed again. The mouse was kept in the neonatal incubator at 28 °C until the end of the experimental procedure.

### 4.5. Renal Ischemia-Reperfusion Injury Using the Non-Traumatic Surgical Clamp

Following the excision of the right kidney (see above), the ischemia of the left kidney was performed as described in [8].

### 4.6. Non-Invasive Ultrasound Assessment of Renal Hemodynamic

Ultrasound examination was carried out under isoflurane anaesthesia using an echocardiograph (Acuson S3000; Siemens, Erlangen, Germany) equipped with a 14 MHz linear transducer (14L5 SP). Mice were placed on a heating blanket (38 °C) to avoid hypothermia. A cross-sectional view of the abdomen, parallel to the spine allowed visualisation of the left kidney, the aorta, the inferior vena cave and the right kidney. A colour-coded Doppler helped to recognise the left renal artery between the aorta and the left kidney, as well as in the right renal artery. A pulsed Doppler sample was placed on the longitudinal axis of the left renal artery and the spectral analysis of the velocity waveform was recorded. Angle correction between the axis of the Doppler beam and the longitudinal axis of the studied artery permitted to record the true values of the blood flow velocities.

### 4.7. Tissue Collection

At the end of the procedure, mice were anaesthetised with an intraperitoneal injection of a mix containing ketamine and xylazine (100 mg/kg and 10 mg/kg, respectively). From the retroorbital sinus, 500 µL of blood was collected. The kidneys were then collected. The median part of each kidney was fixed in Formalin–Acetic acid–Alcohol (FAA) overnight and embedded in paraffin for histological examination. The remaining parts were frozen in liquid nitrogen for RNA and protein analysis.

### 4.8. Histological Analysis

For histological evaluation, 3-micrometre sections were stained with Masson’s trichrome or periodic acid–Schiff. The scoring was performed in a masked manner on coded slides by two different investigators, using the following scale: 0: no tubular damage; 1: damage in 1–20% of the corticomedullary tubules; 2: damage in 20–100% of the corticomedullary tubules; 3: same as 2 plus cortical dilatation; 4: same as in 2 plus cortical oedema and zones of infarction.

### 4.9. RNA Extraction and RT-qPCR

The total RNA was extracted from the mouse kidneys using Tri-reagent and BAN (Molecular Research Center Inc.—Euromedex, Souffelweyersheim, France). The RNA quality was checked by control of optical density at 260 and 280 nm. The contaminating genomic DNA was removed by RNase-free DNAse (Thermo Fisher Scientific, Illkirch, France) for 30 min at 37 °C. The cDNA was synthesised from 1 µg of purified RNA using Maxima Enzyme Mix (Thermo Fisher Scientific, Illkirch, France) according to the manufacturer’s instructions. Real-time PCR amplification was performed using the LightCycler^®^ 480 Instrument and SYBR Green I Master (Roche LifeScience, Meylan, France). All of the samples were assayed in duplicate, and the average value of the duplicate was used for quantification. The analysis of the relative gene expression (RGE) was performed using the Pfaffl equation [32]. The geometric mean of the E^∆Ct^ of 2–3 housekeeping genes (*GAPDH* and *HPRT* for Figure 2, *Gusb*, *Ubc* and *RPL32* for Figure 5) was used as the housekeeping reference. The sequences of primers used in our studies are listed in Table S1.

### 4.10. Statistical Analysis

The statistical test used for the analysis is indicated in the Figure legends. A difference between groups was considered significant when *p* < 0.05. The statistical analysis was performed using the GraphPad PRISM software v6 (Ritme, Paris, France).

### 4.11. RNA Extraction and Bulk RNA Sequencing

For bulk RNA sequencing, 12 kidneys corresponding to 3 conditions: nephrectomy as normal control (group 1, *n* = 4), renal ischemia in conscious mice followed by 24 h reperfusion (group 2, *n* = 4) and renal ischemia in anesthetised mice followed by 24 h reperfusion (group 3, *n* = 4) were included.

The total RNA was extracted from kidneys with Trizol reagent (Invitrogen, Waltham, MA, USA) according to the manufacturer’s instruction. The RNA quantification was performed with a Qubit fluorimeter (Thermo Fisher Scientific, Illkirch, France) and the RNA integrity was assessed with a Bioanalyzer (Agilent Technologies, Les Ulis, France). The TruSeq mRNA stranded kit from Illumina was used for library preparation with 700 ng of total RNA as input. The library molarity and quality were assessed with the Qubit and Tapestation using a DNA High sensitivity chip (Agilent Technologies). The libraries were pooled at 2 nM and loaded for clustering on a Single-read Illumina Flow cell for an average of 25 million reads per sample. Reads of 100 bases were generated using the TruSeq SBS chemistry on an Illumina HiSeq 4000 sequencer (Illumina, Evry, France). After the quality control was performed with FastQC, the reads were mapped to the mm10 genome using STAR software (http://star.mit.edu, accessed on 1 June 2021). Tables of counts were thus generated with HTSeq. The normalisation and differential expression analysis was performed with the R package edgeR, for the genes annotated in the reference genome. We filtered out very lowly expressed genes and normalised data according to the library size (sequencing depth) and the RNA composition (dispersion). The differentially expressed genes were estimated using a general linear model (GLM) approach, negative binomial distribution and a quasi-likelihood F-test.

We identified 2637 transcripts corresponding to 2531 National Center for Biotechnology Information (NCBI)-referenced genes that were regulated by ischemia, by comparing group 2 to group 1 using a bilateral *t*-test with the FDR cutoff for significance set at 5%. We created a “renal ischemia-reperfusion” gene set with these genes significantly regulated by ischemia. In a secondary analysis, we used a logistic regression pathway analysis (LrPath) in order to identify other known gene sets enriched with ischemia-regulated genes, and used the REVIGO (Reduce + Visualize Gene Ontology) tool to provide a graphical representation of these results.

Next, we studied the effect of anaesthesia during renal ischemia on gene regulation by comparing the gene expression in group 3 vs. group 2, using a bilateral *t*-test. We used a logistic regression pathway analysis (LrPath) in order to identify previously described gene sets (including our newly defined “renal ischemia reperfusion” gene set) enriched in genes modified by anaesthesia during renal ischemia-reperfusion. We used the REVIGO tool to provide a graphical representation of these results.

## Figures and Tables

**Figure 1:**
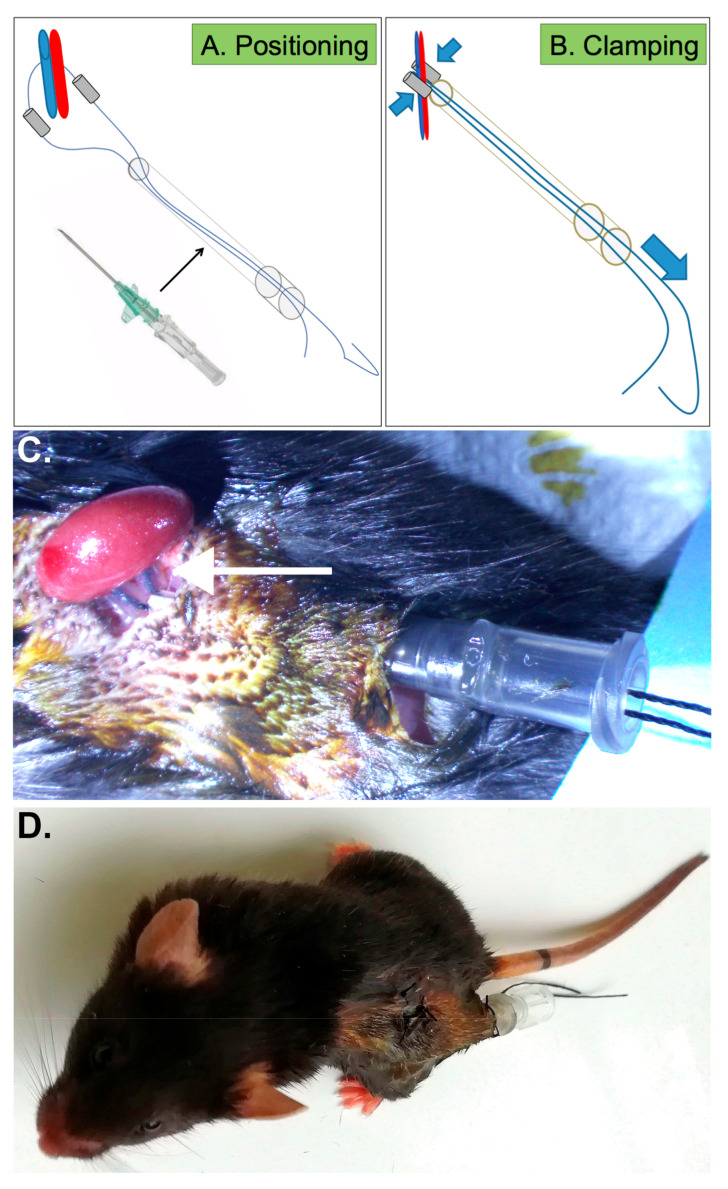
The repeated ischemia-reperfusion injury (RIRI) clamping device. (**A**,**B**) Schematic representation of the RIRI clamping device in the open (**A**) and closed (**B**) positions. (**C**) Representative image of the thread/silicone tubings positioned around the renal vascular pedicle (arrow), the extremities of which are inserted into a 16 G (grey) catheter. (**D**) A conscious mouse with the RIRI clamping device.

**Figure 2:**
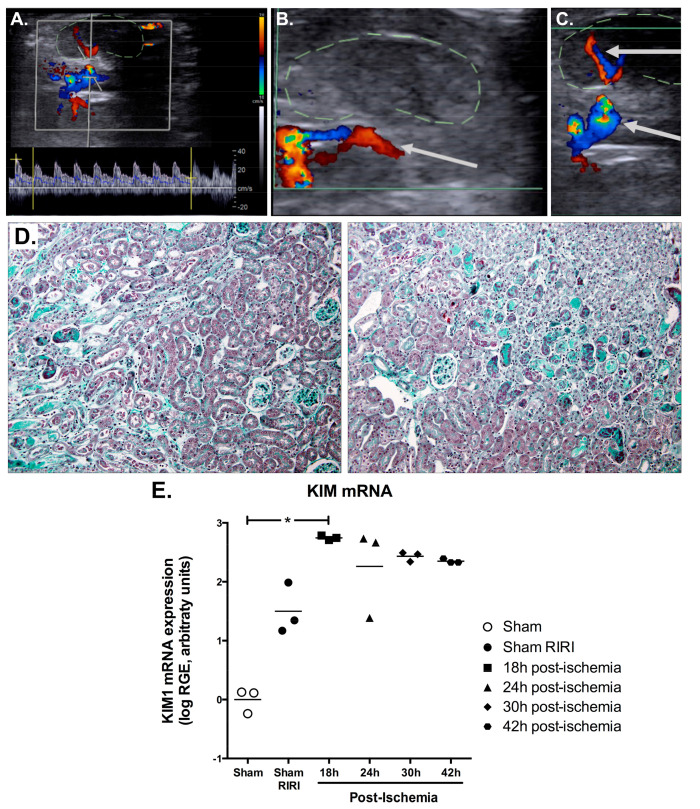
Control of the efficacy of the RIRI clamp. (**A**–**C**) The renal blood flow was monitored using ultrasound Doppler imaging in slightly anaesthetised mice following a cross-sectional view of the abdomen parallel to the spine, from top to bottom on the image: left kidney, left renal artery, aorta, inferior vena cava and right renal artery. When the clamp was in the open position (**A**), blood flow could be observed in the renal vascular pedicle. This flow was interrupted when the clamp was tightened (**B**) and then re-established when the clamp was released (**C**). (**D**) Representative images of mouse kidneys subjected to a 20-min ischemia followed by 18 h of reperfusion and stained with Masson’s trichrome. A loss of the brush border of the proximal tubules, flattening of the tubular epithelium and intratubular casts at the corticomedullary junction were observed. The tubular damages were confirmed by an increased level of kidney injury molecule 1 (KIM1) transcripts (**E**), which then gradually decreased between 24 and 42 h of reperfusion. The individual log values of KIM1 relative gene expression (RGE) are plotted and the bars correspond to the average ± s.e.m. * *p* < 0.05 vs. Sham kidneys. (Kruskal–Wallis one-way analysis of variance followed by Dunn’s multiple comparisons tests.).

**Figure 3:**
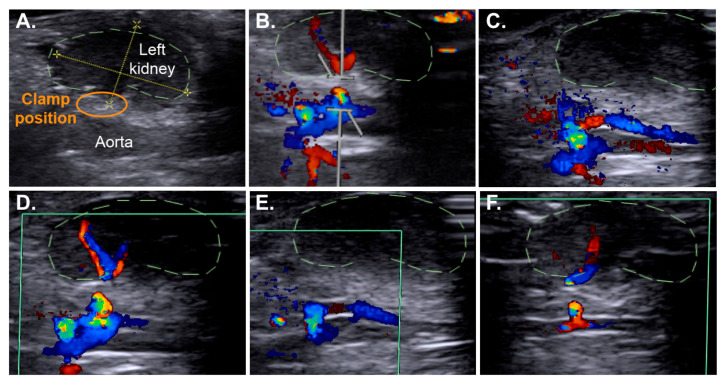
Multiple ischemic episodes can be performed with the RIRI clamp. The use of ultrasound Doppler imaging allowed the observation of the successful multiple interruptions of the renal blood flow using the RIRI clamp in a slightly anaesthetised mouse. (**A**) Position of the left kidney. (**B**) Recording of the blood flow velocity waveforms in the left renal artery before the first clamping. The red and blue colours correspond to the blood flowing away or towards the probe, respectively. Following the pulling and tightening of the thread of the RIRI clamp, the renal blood flow is interrupted (**C**,**E**), although it persists in the right renal artery (blue colour) on the opposite side of the aorta, and is then re-established when the thread was released (**D**,**F**).

**Figure 4:**
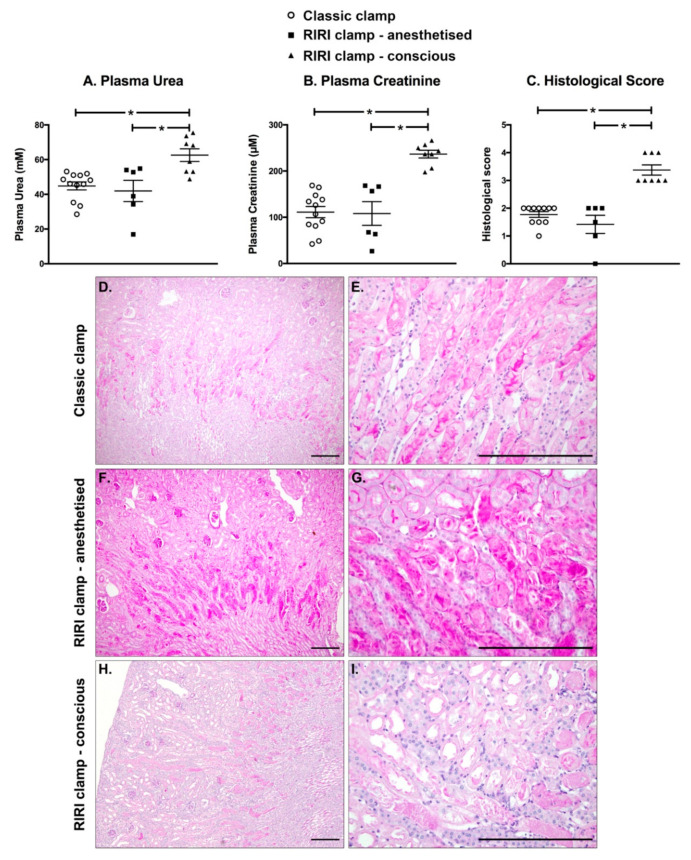
A renal ischemia in conscious mice caused a more pronounced alteration of the renal structure and function Table. 30 min ischemia in anaesthetised mice, as evidenced by a similar increase in the level of the plasma concentration of urea (**A**) and creatinine (**B**) and histological score (**C**), based on the observation of kidney sections stained with Schiff’s periodic acid (**D**–**I**; scale bar: 200 µm). However, the same duration of renal ischemia in conscious mice induced a more severe acute kidney injury than in anaesthetised animals, with cortical dilations (**H**,**I**) in addition to the lesions observed at the corticomedullary junction (**E**–**G**). Individual values are plotted, and the bars correspond to the average ± s.e.m. * *p* < 0.05 between the two groups is indicated by the line (ordinary one-way analysis of variance followed by Sidak’s multiple comparisons tests).

**Figure 5:**
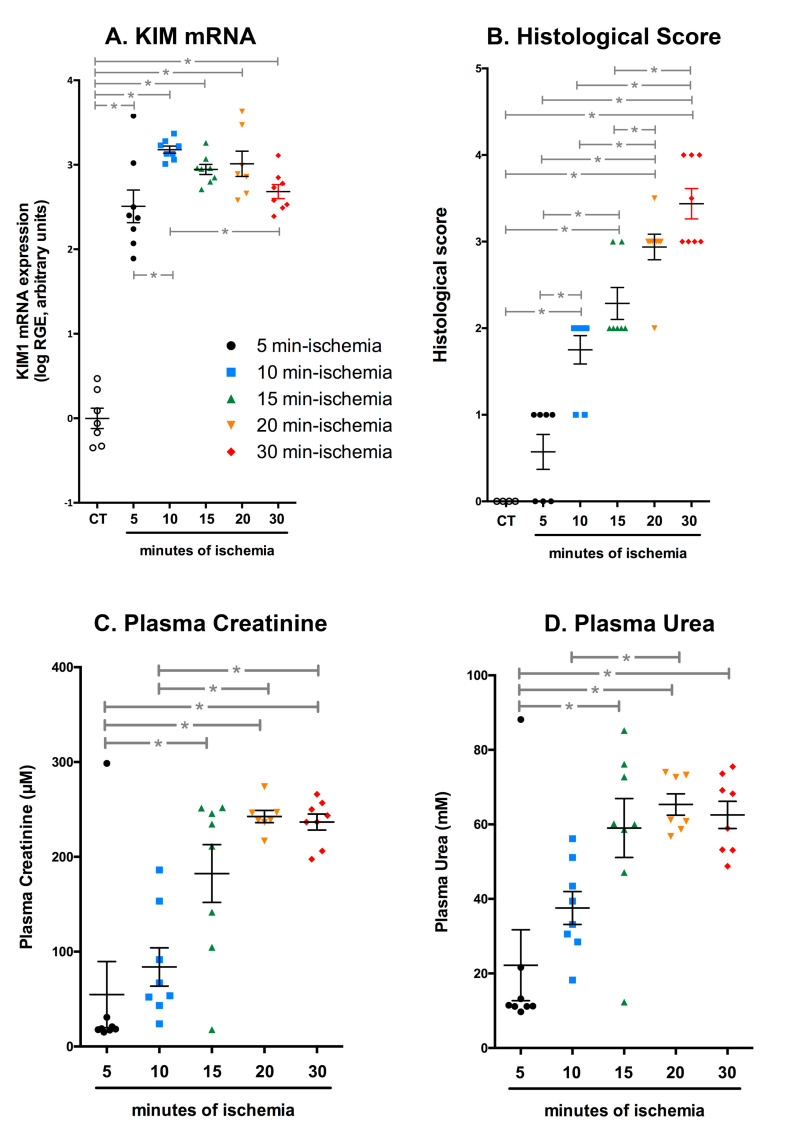
Ten minutes of ischemia with the RIRI clamp in conscious animals induce a similar alteration of the renal structure and function than a 30-min ischemia in anaesthetised mice. (**A**) Quantification by quantitative reverse transcription polymerase chain reaction (RT-qPCR) of the level of KIM1 transcripts in the kidney of mice subjected to 5 to 30 min of ischemia. (**B**) Evaluation of the histological score, based on the observation of kidney sections stained with Schiff’s periodic acid (see Figure 6), showed that a 10 min ischemia with the RIRI clamp in conscious animals induced a similar degree of acute tubular injury than a 30-min ischemia in anaesthetised animals (compare with Figure 4C). The same conclusion was drawn from the measurement of the plasma concentration of creatinine (**C**) and urea (**D**). All these parameters were measured 24 h after the ischemia. The values are plotted, and the bars correspond to the average ± s.e.m. * *p* < 0.05 between the two groups indicated by the line (ordinary one-way analysis of variance followed by Sidak’s multiple comparisons tests).

**Figure 6:**
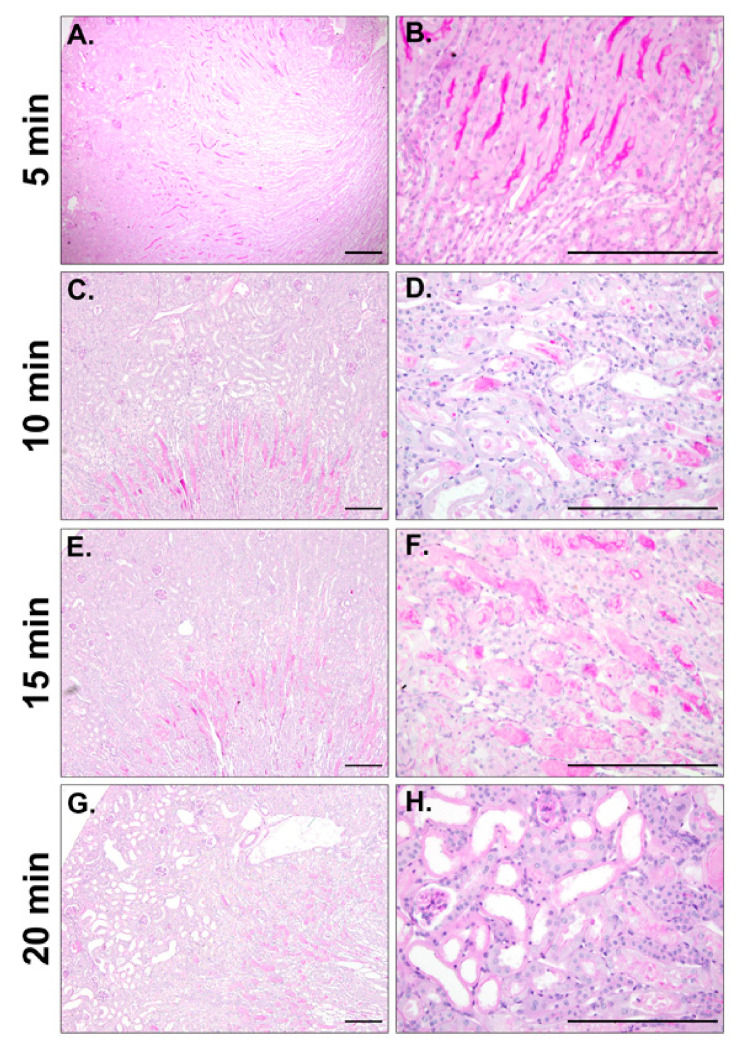
Representative images of the tubular modifications obtained after 5 to 20 min of ischemia. The kidneys were collected 24 h after ischemia and stained with Schiff’s periodic acid staining. A 5-min ischemia (**A**,**B**) induced no visible alteration of renal histology: the brush border was still visible in all the proximal tubules and no apoptotic cells or casts were observed. After a 10-min (**C**,**D**) or 15-min ischemia (**E**,**F**), a loss of the brush border, a thinning of the epithelium and casts were observed at the corticomedullary junction. After 20 min of ischemia (**G**,**H**), additional cortical dilations were seen. Scale bar: 200 µm.

**Figure 7:**
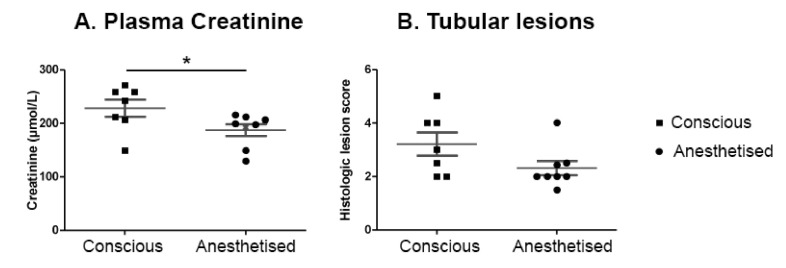
Anaesthesia ameliorated the outcome of a renal ischemia independently of the hypothermia. A 20-min renal ischemia in conscious animals induced a significant increase in plasma creatinine concentration (**A**) and a worsening of the renal lesions (**B**) compared to anaesthetised animals even when the body temperature is maintained at a similar level. Individual values are plotted, and the bars correspond to the average ± s.e.m. * *p* < 0.05 (Student’s *t*-test).

**Figure 8:**
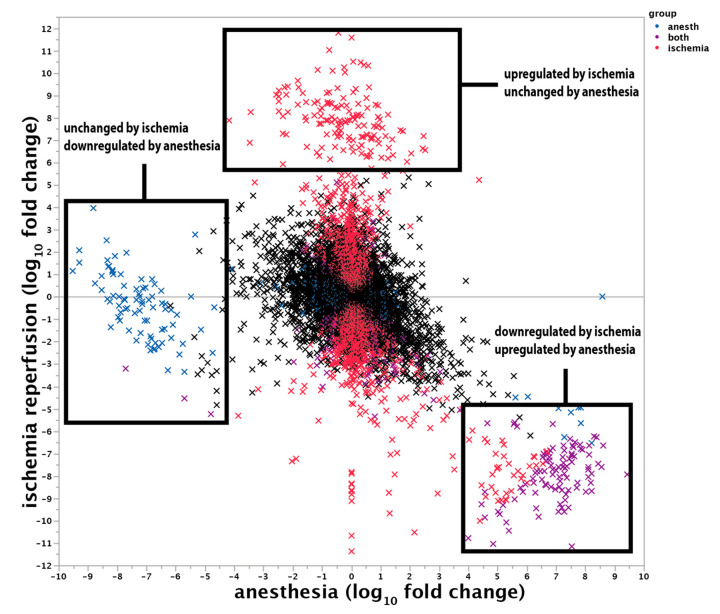
Respective effects of ischemia and anaesthesia on the renal transcriptome. The *y*-axis shows the fold change in the mRNA expression of ischemic kidneys compared to control kidneys, and the *x*-axis shows the fold change in the mRNA expression of ischemic kidneys under anaesthesia vs. ischemic kidneys in conscious mice. The statistical analysis is described in the Materials and Methods section.

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [33] and are accessible through GEO Series accession number GSE182793 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182793), accessed on 28 August 2021.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22189840/s1. Figure S1: The commercial vascular occlude induced renal lesions even without clamping. Figure S2: The RIRI clamp did not induce any renal lesions after surgery. Figure S3: Effect of switching the RIRI clamp ‘on’ and ‘off’ on the coloration of the kidney. Figure S4: Variation of body temperature during ischemia in conscious and anaesthetised mice. Figure S5: Pathways enriched in genes modified by anaesthesia during ischemia. Table S1: Sequence of the qPCR primers. Table S2: Enrichment of KEGG pathways with ischemia regulated genes. Table S3: Enrichment of KEGG pathways with genes upregulated or downoregulated by ischemia (directional analysis). Table S4: Enrichment of KEGG pathways with genes modified by anesthesia during ischemia reperfusion (non-directional analysis and directional analysis). Table S5: List of genes that are upregulated by ischemia. Table S6: List of genes that are downregulated by anaesthesia. Table S7: List of genes that are downregulated by ischemia and upregulated by anaesthesia. Video S1: Assessment of the efficacy of repeated vascular occlusions by ultrasound imaging.

How the deposited data were processed for this re-analysis (not part of the article)

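RNA from 12 mouse kidneys was sequenced, 4 control kidneys and 8 kidneys taken 24 h after ischemia. The titles and the group field of the ischemic kidneys contradict each other, so these kidneys were grouped as ischemia set A (titled anaesthetised, group field conscious) and ischemia set B (titled conscious, group field anaesthetised), 4 in each. The authors prepared stranded mRNA libraries, sequenced them as single reads, mapped the reads to mm10 with STAR and counted them per gene with HTSeq. The values deposited by the authors are raw counts of 23420 genes, without normalization, of which 14213 had at least 1 count in some kidney. The versions of STAR and HTSeq, the annotation release and any removal of duplicate reads are not given in the paper's text. Gene positions were taken from the mm10 annotation.

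The counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by the filter of edgeR with its default settings (a minimum count of 10 and a minimum total of 15), which left 11664 genes, and libraries were scaled by TMM. A negative binomial model with a coefficient for each of the 3 groups was fitted to all 12 kidneys, and set A against control, set B against control and set B against set A were tested with two-sided quasi-likelihood F-tests, adjusted by the method of Benjamini and Hochberg over all genes tested with a threshold of 0.05. Standard errors of log2 fold changes were taken from the same model. Single genes were also compared with exact permutation tests of CPM, 4 kidneys against 4. Principal components were computed from log2 CPM with a prior count of 2. Enrichment was computed with the logistic model of LRpath in statsmodels 0.14.6. Other computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.

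Total counts per kidney lay between 15367342 and 44793350. A gene with 3 counts or fewer was taken as at the floor, and a fold against a group with all kidneys at the floor is given as a lower bound. The procedure was tested on simulated counts, in which 116 of 200 changed genes were recovered, none with the wrong sign, and 4 of the other genes were called. The simulated changes were large, with a median estimated log2 fold change of 1.97 for the raised genes. The simulated spread depended on expression only. The test therefore says nothing on smaller changes, and few genes called between the sets do not show that the sets are alike.

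The genes named were taken from those in the paper's text, the 3 genes with the largest listed change in each of Tables S5, S6 and S7, the 3 largest rises and the 3 largest falls in each comparison among genes past the threshold with a mean log2 CPM of at least 1 and no overlap between the groups, and marker genes of blood, fat, adrenal tissue and sex. The alternatives were DESeq2 1.42.0, relative log expression (RLE) size factors, no filter on low counts, a filter of more than 1 CPM in at least 4 kidneys, a fit of only the 2 groups compared, the replicate number as a block, limma-trend (limma 3.58.1), a gene-wise comparison of log2 CPM, leaving out each kidney, gene lists called from other kidneys than those measured, mean expression as a covariate, the natural logarithm of p, a prior count of 0.125, and direction without a threshold. The Gene Ontology and KEGG gene sets were not among the inputs used here, so the pathway regressions and the REVIGO summary were left out. The measurements by PCR, plasma chemistry and histology have no deposited values and were left out.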

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

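The comparisons, the test used for each and the alternatives were set before the data were examined, and in this part the test of library size for replicate 4 of set B was chosen only after the result was seen. Among 100 groups of 4 kidneys, 10 had a kidney far from the other 3, where about 5 are expected by chance (1 in 20 groups), so single cases among them carry little weight. The labels and the paper give no sequencing batches, and no biological explanation was tested for kidneys of the same group.

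Replicate 4 of set B lay apart on the second principal component, at 149 against -41.4 to -20.0 in the other kidneys of set B. Its Ak7 level was 11.8 CPM, against at most 1.77 CPM in the others. Tissue carried over into the sample would raise markers of blood, fat or adrenal tissue, but 0 of the 14 markers in the table exceeded 4 times the highest of the other 7 ischemic kidneys. That test had little to work on, since 10 of the 14 markers were at 3 counts or fewer in all 12 kidneys. Its library was the smallest, but the next smallest was 1.05 times as large, so depth does not set it apart. The source of its position was not found, and tissue carried over cannot be ruled out with these markers.

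In the controls, replicate 1 was at 23.8 on the third principal component, against -3.45 to -0.39 in the others. The highest value on this component belonged to replicate 3 of set B, at 129.6, against -42.9 to 23.8 in the other 11 kidneys, although its gap within set B did not pass the criterion used here. In replicate 1 of the controls the Acsm3 level was 281 CPM, against 509 to 521 CPM. Replicate 3 had 5.56 CPM of Alas2, a blood marker, against at most 1.58 CPM, and 6.83 CPM of Akr1c18, an adrenal marker, against at most 1.66 CPM. Replicate 2 had 3.77 CPM of Fabp4, a fat marker, against at most 0.42 CPM. In set B, replicate 2 had 3.61 CPM of Akr1c18, which had no counts in the other 3 kidneys. Technical explanations for these single genes were not tested.

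In set A, replicate 3 had 2.25 CPM of Inmt (102 counts) against at most 1 count in the others, and replicate 1 had 0.476 CPM of Xpnpep2 (15 counts) against at most 0.022 CPM. Both genes are listed in Table S7, and their difference between the sets rests on these kidneys.

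The change of Slc5a12 against control differed between the sets, by 1.85 on the log2 scale (set B minus set A), with all 4 kidneys of set B above all 4 of set A. Among the 8 splits of the ischemic kidneys that part all same-numbered pairs, 1 split, the real one, gave as many genes past the threshold, which is the smallest number that 8 splits allow. Of all 35 splits, of which the others keep some same-numbered kidneys together, 5 gave at least as many, with up to 9 genes. These counts concern any genes past the threshold and do not test Slc5a12 itself, whose own exact permutation test gave p = 0.0286, the smallest that 4 kidneys against 4 allow, before any adjustment for the number of genes. The number of genes, 1, cannot be told apart from a grouping of kidneys by chance. Because the labels contradict each other, the difference in Slc5a12 cannot be assigned to anaesthesia from the labels alone.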

How the results depend on the processing

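No test in this part was chosen only after the result was seen. Across the alternatives, 2068 to 3067 genes were called in set B against control and 2142 to 2967 in set A against control, of which the gene-wise comparison shared 1844 and 2076 with the lists reported. Slc5a12 stayed lower than control in both sets and past the threshold, and both odds ratios stayed above 1 (1.21 to 2.11). The median shifts of the 4 gene lists between the sets stayed between -0.09 and 0.14 on the log2 scale.

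Results between the ischemia sets depended on the processing. In place of 1 gene, DESeq2 called 27 genes, no filter on low counts 6, the gene-wise comparison 4, limma-trend 0 (683 at an unadjusted p under 0.05) and the fit of only the 2 groups compared 0 (426 at an unadjusted p under 0.05), fits without one ischemic kidney called 0 to 7, and each fit without one control kidney called 0 (564 to 605 at an unadjusted p under 0.05). The log2 fold change of Slc5a12 between the sets was 1.84 in the fit of 2 groups (edgeR adjusted p = 0.449), 1.74 with limma-trend (limma adjusted p = 0.0607) and 1.74 in the gene-wise comparison, none past the threshold, and 1.56 to 2.03 without one ischemic kidney. Over all alternatives with every kidney, its adjusted p ranged from 2.26e-06 with DESeq2 to 0.973 with the gene-wise comparison. Of the Table S6 genes, DESeq2 called 8 between the sets, no filter 1 and fits without one kidney 0 to 1. Of the Table S7 genes, DESeq2 called 10, no filter 1 and the gene-wise comparison 3. Against control, DESeq2 called 113 Table S5 genes in set A and 124 in set B, and the gene-wise comparison 49 in set B. The cause was not tested.

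The percent of ischemia genes changed in both sets moved with the processing. For genes lower in set A it was 78.0 with DESeq2, 82.0 without a filter, 78.3 in the fit of 2 groups, 82.8 with a replicate block, 65.2 in the gene-wise comparison, 77.9 with separate kidneys for list and effect, and 73.9 to 86.9 without one kidney. For genes higher in set A it was 72.8 in the fit of 2 groups, 83.1 with limma-trend, 65.1 in the gene-wise comparison and 78.0 to 88.6 without one kidney. For genes lower in set B it was 76.2 with DESeq2, 83.6 in the fit of 2 groups, 81.6 with a block, 76.1 with limma-trend, 76.4 in the gene-wise comparison, 78.4 with separate kidneys and 72.6 to 85.2 without one kidney. For genes higher in set B it was 82.0 with DESeq2, 82.6 with RLE, 86.8 in the fit of 2 groups, 84.8 with a block, 81.5 with limma-trend, 77.0 in the gene-wise comparison, 86.7 with separate kidneys and 76.0 to 88.7 without one kidney. By direction alone these percents were 99.6, 99.9, 99.6 and 100. The median of genes higher in set A was -0.0761 to -0.0163 without one kidney, and the median of genes higher in set B in set A against set B was 0.0383 with separate kidneys, against -0.0421. The cause was not tested.

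With the replicate number as a block, 2491, 2531 and 1 genes passed, and same-numbered kidneys had mean correlations of -0.02, -0.02 and 0.01 between the groups. Among results for single lists, 27 values were classed as moved and 53 as not moved. Among the main results, 88 values were classed as moved, 9 as weaker and 285 as not moved. The class of values not moved allowed sizeable changes. It held the fall from 2659 to 2068 genes in set B against control with the gene-wise comparison. It also held the fall from 73 to 50 Table S5 genes in set A against control with the replicate block. The odds ratio of the set A genes, 1.90 and 1.21 with limma-trend, was in it too. These tallies therefore do not show that values stayed close. Against control, the 28 Table S6 genes of set A became 46 with DESeq2 and 9 to 19 without one kidney. The 41 Table S7 genes of set B became 72 with DESeq2 and 22 to 27 without one kidney. The 8 Table S7 genes of set A became 22 with limma-trend and 3 to 8 without one kidney. The low counts of the genes in Tables S6 and S7 limit what can be tested, since most of their values in one set are at 3 counts or fewer.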

Differences from the paper's values

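No test in this part was chosen only after the result was seen. The paper gives a 30-fold decrease of Slc5a12 with ischemia, and the counts gave 10.1-fold in set A and 2.79-fold in set B. None of the alternatives set before the data were examined closed either gap. The paper's adjusted p for this decrease is 4.7e-4, against 4.59e-04 in set B, which does not differ, and 7.13e-08 in set A, both with edgeR. For set A, the gene-wise comparison, with 3.37e-04, was the alternative that closed the gap, and the others with all kidneys did not. Between the ischemia groups the paper gives a 71-fold difference of Slc5a12, against 3.60-fold here and 3.35 to 3.61-fold over the alternatives with all kidneys, none of which closed the gap.

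With set A read as conscious, the medians of the paper's values in Tables S5 to S7 differ from the counts. The paper's median for ischemia in Table S5 is 7.72 against 7.49, and for anaesthesia -0.11 against 0.11. In Table S6 the paper's medians are -0.31 for ischemia against -7.61, and -7.13 for anaesthesia against 7.13. In Table S7 they are -7.72 for ischemia against -1.19, and 6.68 for anaesthesia against -6.68. A prior count added before the log2 fold changes closed none of these gaps. With set B read as conscious, none of these medians differs.

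The paper states that genes lowered by ischemia in conscious mice mostly escaped this in anaesthetised mice. Of the 1390 genes lower in set B, 1107 were also lower in set A past the threshold, and of the 1370 lower in set A, 1107 were also lower in set B. The paper states that genes of Table S6 were unaffected by ischemia and lowered by anaesthesia. Its text also reports Slc5a12 as the only gene past adjustment for anaesthesia. The counts do not differ from this when set B is read as conscious. Against control, 1 of the 85 genes passed in set B and 28 in set A, and all 85 were lower in set A than in set B. Between the sets none of the 85 passed edgeR's adjustment, with 76 at an unadjusted p under 0.05. DESeq2 called 8 of them and the fit without a filter 1. The direction column of Table S3 marks as down the 48 pathways whose genes had a median of 0.69 in set A and 0.63 in set B, and as up the 39 pathways with medians of -1.17 and -1.13, while the paper's text gives the directions found here. The axes of Figure 8 are labelled as log10, while the values of Tables S5 to S7 equal log2 fold changes with a median difference of 6.30e-05 for ischemia under the reading with set B conscious.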

Other observations

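The tests of the fold scale, of the reading of the labels, of rarely detected genes and of the spread between ischemic kidneys were chosen only after the result was seen.

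The log2 difference of Slc5a12 between the sets, used as a power of 10, is 70.8, beside the paper's 71, and that of set B against control gives 30.2 beside the paper's 30. A candidate explanation for the paper's folds is that log2 values were read as log10.

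Across the 370 genes of Tables S5 to S7, the paper's values for anaesthesia had a Pearson correlation of -1.0 with set B minus set A, across genes, which are not independent replicates. The paper's tables thus follow the titles, in which set B is conscious, and not the group field. This describes the tables and does not settle which kidneys came from conscious mice. A mislabelled set remains possible under either reading.

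Of the 8 splits that part all same-numbered pairs, 1 gave as many genes in set A against control and 1 in set B against control, in each case the real split. None of the other 34 of 35 splits gave a gene past the threshold, with at most 1000 and 1164 genes at an unadjusted p under 0.05. For the odds ratios, 5 of the 8 splits gave a value as large for the set A genes and 2 of the 8 for the set B genes, and over all 35 splits 15 and 13 did. Sharing kidneys between list and effect does not fully account for the odds ratios, which were 1.38 and 1.48 with separate kidneys. A candidate explanation for odds ratios above 1 in any split is a larger spread between ischemic kidneys for genes that respond to ischemia, whose spread was 1.02 times that of other genes of similar expression in the set not used for the list, against 0.957 and 0.950 in the controls. This difference is too small to decide, so the enrichment cannot be told apart from an arbitrary grouping of the kidneys.

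Sharing the control kidneys does not account for the fall in set A of the genes lower in set B, the list for which this was tested. With separate controls for each set, genes lower in set B had a median log2 fold change of -1.33 in set A, and 99.2% were lower there.

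Genes with 3 counts or fewer in all 4 kidneys of one set and at least 10 counts in at least 2 kidneys of the other numbered 128 in set A and 227 in set B, including 56 of the Table S6 genes and 85 of the Table S7 genes. Of the 8 splits, 5 gave as many such genes in both groups together, with 340 to 370, so their number cannot be told apart from an arbitrary grouping. After thinning all libraries to 15367342 counts the ratio of set B to set A was 1.59, from 1.77 before, so the number of reads alone does not fully account for it. Thinning reads does not equalize the molecules behind them. An effect of how many molecules each library sampled is therefore not excluded. Adrenal tissue in some kidneys was tested with 4 markers, of which 0 were present in set B and at the floor in set A. However, 3 of the 4 had no counts in any kidney, and Akr1c18, an adrenal marker not among the 4, had 57 counts in replicate 2 of set B and none in the other ischemic kidneys. The test therefore does not decide.

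The 1066 genes detected in a single library had a median of 22 counts there, and 878 of them (82.4%) had at least 10. A filter that set every count under 10 to 0 is excluded by the 3473 values between 1 and 9. These are 2.63% of the values above 0, while 33578 values lay between 10 and 99, so a partial loss of low counts is not excluded. A candidate explanation is that few molecules were copied many times. The median count of such genes had a Spearman correlation of 0.61 with the library total over 12 libraries (permutation p = 0.039) and a Pearson correlation of 0.57 (permutation p = 0.0547), which fell to 0.29 without the 2 libraries farthest from the median total, so the relation rests on those libraries and the test does not decide.

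Of the reference genes the paper used for PCR, Gapdh and Hprt did not pass the threshold against control. Rpl32 was higher in set A by a log2 fold change of 0.31 (edgeR adjusted p = 0.0297) and in set B by 0.29 (edgeR adjusted p = 0.0371). Gusb had between 0 and 140 counts per kidney. Rn45s, chosen after its values were seen, took 1.38 to 2.96% of the counts per library.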
